# Parathyroid Hormone-Related Protein Negatively Regulates Tumor Cell Dormancy Genes in a PTHR1/Cyclic AMP-Independent Manner

**DOI:** 10.3389/fendo.2018.00241

**Published:** 2018-05-16

**Authors:** Rachelle W. Johnson, Yao Sun, Patricia W. M. Ho, Audrey S. M. Chan, Jasmine A. Johnson, Nathan J. Pavlos, Natalie A. Sims, T. John Martin

**Keywords:** parathyroid hormone-related protein, cyclic AMP, MCF7, breast cancer, calcium signaling

## Abstract

Parathyroid hormone-related protein (PTHrP) expression in breast cancer is enriched in bone metastases compared to primary tumors. Human MCF7 breast cancer cells “home” to the bones of immune deficient mice following intracardiac inoculation, but do not grow well and stain negatively for Ki67, thus serving as a model of breast cancer dormancy *in vivo*. We have previously shown that PTHrP overexpression in MCF7 cells overcomes this dormant phenotype, causing them to grow as osteolytic deposits, and that PTHrP-overexpressing MCF7 cells showed significantly lower expression of genes associated with dormancy compared to vector controls. Since early work showed a lack of cyclic AMP (cAMP) response to parathyroid hormone (PTH) in MCF7 cells, and cAMP is activated by PTH/PTHrP receptor (PTHR1) signaling, we hypothesized that the effects of PTHrP on dormancy in MCF7 cells occur through non-canonical (i.e., PTHR1/cAMP-independent) signaling. The data presented here demonstrate the lack of cAMP response in MCF7 cells to full length PTHrP(1–141) and PTH(1–34) in a wide range of doses, while maintaining a response to three known activators of adenylyl cyclase: calcitonin, prostaglandin E_2_ (PGE_2_), and forskolin. PTHR1 mRNA was detectable in MCF7 cells and was found in eight other human breast and murine mammary carcinoma cell lines. Although PTHrP overexpression in MCF7 cells changed expression levels of many genes, RNAseq analysis revealed that PTHR1 was unaltered, and only 2/32 previous PTHR1/cAMP responsive genes were significantly upregulated. Instead, PTHrP overexpression in MCF7 cells resulted in significant enrichment of the calcium signaling pathway. We conclude that PTHR1 in MCF7 breast cancer cells is not functionally linked to activation of the cAMP pathway. Gene expression responses to PTHrP overexpression must, therefore, result from autocrine or intracrine actions of PTHrP independent of PTHR1, through signals emanating from other domains within the PTHrP molecule.

## Introduction

Parathyroid hormone-related protein (PTHrP, gene name *PTHLH/Pthlh*) is a cytokine with functions in both pathology and physiology (1, 2). Although it was identified as the circulating factor responsible for humoral hypercalcemia of malignancy (3), it more commonly acts in a paracrine manner: in breast cancer cells it promotes their metastasis (4, 5), in bone (osteoblasts and osteocytes) it stimulates bone formation (6, 7), and in cartilage cells (chondrocytes) it controls proliferation and hypertrophy (8).

In breast cancer cells that lay dormant in bone (9) we have previously shown that overexpression of PTHrP enables otherwise dormant human MCF7 breast cancer cells to aggressively colonize the bone marrow and induce osteolysis (5). Consistent with enhanced bone colonization, we recently reported that such overexpression of PTHrP in MCF7 cells results in the downregulation of several pro-dormancy genes (9).

The best understood actions of PTHrP are those that are mediated by its binding to the G protein-coupled receptor that it shares with parathyroid hormone (PTH) (PTHR1). Upon ligand binding to the receptor, cyclic AMP (cAMP) is activated, followed by protein kinase A (PKA) activation, cAMP responsive element binding protein (CREB) phosphorylation, and transcription of CREB target genes (10–13). This PTHR1-dependent signaling pathway is shared between PTH and PTHrP due to high sequence homology in their amino-terminal domains; the portion of the molecule that interacts with the receptor (14). Early work showed that MCF7 cells failed to respond to PTH treatment with any increase in cAMP or activation of cAMP-dependent protein kinase, suggesting that PTHR1 in those cells is not functionally linked to adenylyl cyclase (15). In contrast, MCF7 cells possess specific, high affinity receptors for calcitonin linked to adenylyl cyclase activation, and activate cAMP in response to prostaglandin E_2_ (15, 16). These data suggest that the effect of PTHrP overexpression on tumor dormancy in MCF7 cells may occur through PTHR1-independent actions of the PTHrP molecule.

Using multiple assays, we report here that MCF7 cells, and many other breast cancer cell lines, express PTHR1 mRNA but do not bind PTH, nor do they activate cAMP formation or subsequent cAMP signaling events in response to PTH or PTHrP. Our RNAseq analyses identify many genes induced by PTHrP overexpression in MCF7 cells, and several potential alternative pathways, notably those related to calcium signaling.

## Materials and Methods

### Cell Culture

Human MCF7 cells were obtained from ATCC and grown in DMEM supplemented with 10% FBS and penicillin/streptomycin (P/S). MCF7pcDNA and MCF7 PTHrP-overexpressing cells were generated as described previously (5) and grown in the same conditions as MCF7 cells; we utilized strains grown and maintained at two separate institutions to validate findings. All breast cancer and mouse mammary carcinoma cell lines were obtained and grown as previously described (9). The rat osteosarcoma (UMR106-01) cell line was maintained in DMEM supplemented with 10% FBS and P/S as described in Ref. (17). MC3T3-E1 cells were maintained in α-MEM supplemented with 10% FBS as described in Ref. (18).

### cAMP Response Assay

Briefly, MCF7 cells were cultured in 12-well plate in cell culture media containing 1 mM isobutylmethylxanthine. Cells were then treated for 12 min with either PTH (100 nM) (sourced from Bachem, Bubendorf, Switzerland), PTHrP(1–141) (100 nM) [expressed in *Escherichia coli* and purified in house (7)], or the known agonists forskolin (10 µM) (sourced from Sigma), prostaglandin E_2_ (1 µM) (sourced from Sigma), or salmon calcitonin (sCT) (1 µM) (kindly gifted by the late Dr. M Azria, Novartis AG, Basel, Switzerland). The cells were washed, acidified ethanol was added, and after air drying was reconstituted in assay buffer and cAMP formation assayed as previously (19).

### CRE-Luciferase Assay

MCF7 cells were transiently transfected with cAMP response element (pCRE)-luciferase (Clontech), a vector containing multiple copies of CRE binding sequences. Fugene (Promega) was used to transfect cells. Four hours after agonist stimulation, cells were lysed, substrate (Promega) was added, and signal was measured using a Polarstar Optima.

### Real-Time Quantitative PCR

Cell lines were harvested in TRIzol (Life Technologies) or TriSure (Bioline) for phenol/chloroform extraction of RNA, DNAse digested (TURBO DNA-free kit, Life Technologies), and cDNA was synthesized from 200 ng–1 µg RNA (iScript cDNA synthesis kit, Bio-Rad or Tetro cDNA synthesis kit, Bioline) per the manufacturer’s instructions as previously described (9). Real-time PCR was performed on either a Quantstudio5 384-well plate format (Thermo Fisher) or Stratagene MX3000P (Agilent) with the following cycling conditions: 2 min at 50°C, 10 min at 95°C, (15 s at 95°C, 1 min at 60°C) × 40 cycles, and dissociation curve (15 s at 95°C, 1 min at 60°C, 15 s at 95°C) or 10 min at 95°C, (30 s at 95°C, 1 min at 60°C) × 40 cycles, and dissociation curve (1 min at 95°C, 30 s at 55°C, 30 s at 95°C). Primers for mouse *PTHR1* were previously published (20) and human *PTHR1* primer sequences were sourced from MGH Primerbank (F: CTGGGCATGATTTACACCGTG, R: CAGTGCAGCCGCCTAAAGTA). Human *PTHLH* primers were previously published (21) and human *HPRT1, RGS2, CREB, PRKAR1, AREG*, and *NR4A1* primers were previously published (22). Primer sequences for human *BDKRB1* and *CALML3* were designed using PrimerBLAST (*BDKRB1* F: AATGCTACGGCCTGTGACAA, R: TCCCTAGGAGGCCGAAGAAA; *CALML3* F: TGGTTGATTCAGCCCACCTC, R: TCCGTGTCATTCAGACGAGC). Gene expression between samples was normalized to *B2M* expression or *B2M*: *HPRT1* geometric mean. Relative expression was quantified using the comparative CT method [2^−(Gene Ct–Normalizer Ct)^].

### Confocal Microscopy

#### Antibodies and Reagents

Tetramethylrhodamine (TMR)-labeled PTH(1–34) (PTH^-TMR^) was synthesized as previously described (23). Anti-VPS35 mouse monoclonal was purchased from Santa Cruz Biotechnology Inc., USA. Alexa Fluor 488 anti-mouse secondary antibody was purchased from Molecular Probes^®^, Invitrogen, USA.

#### Imaging

MCF7 and UMR106-01 cells were cultured as described above, and seeded on poly-l-lysine-coated glass coverslips at 1 × 10^4^ cells/well (96-well plate) for 24–48 h prior to agonist stimulation. Cells were then serum starved for 1 h prior to the addition of PTH^-TMR^ (100 nM) for 15 min at 37°C. Cells were then washed in ice-cold 1× PBS and fixed in 4% PFA at room temperature, permeabilized with 0.1% Triton X-100 for 5 min, washed in 0.2% BSA-PBS, and blocked in 3% BSA-PBS for 30 min. Cells were then incubated with anti-VPS35 antibody (Santa Cruz Biotechnology Inc.) for 1 h at room temperature, and washed in 0.2% BSA-PBS and 1× PBS prior to incubation with Alexa Fluor 488 anti-mouse secondary antibody (Molecular Probes^®^, Invitrogen), for 45 min at room temperature. Cells were then stained with DAPI stain and mounted in ProLong^®^ Diamond Antifade (Molecular Probes^®^, Invitrogen). Detection of immunofluorescence was performed using a Nikon A1Si confocal microscope running NIS-C Elements Software (Nikon Corp., Japan). A 40× oil immersion objective lens (Nikon, Japan) was used, where serial optical sections (*z*-stack) of 0.5–1 µm were used to reconstruct 2D projections in FIJI (NIH, USA).

### RNA Sequencing and Bioinformatics

RNA samples of MCF7pcDNA control and MCF7 PTHrP-overexpressing cells (*n* = 3 independent replicates/group) were submitted to the Stanford Functional Genomics Facility and analyzed for RNA integrity using a Bioanalyzer (Eukaryote Total RNA Nano, Agilent) and all samples had a RNA integrity number of 9.50–10 (10 is highest quality possible). RNA samples were sequenced on an Illumina NextSeq with coverage of approximately 40 million reads per sample. Sequence alignment and RNAseq bioinformatics analysis was performed by the Vanderbilt Technologies for Advanced Genomics Analysis and Research Design (VANGARD) core at Vanderbilt University Medical Center. RNAseq files are available in the GEO repository (GEO accession number GSE110713).

### Statistics

All data are presented as the mean of *n* = 3 biological replicates obtained from three independent experiments (one biological replicate, with three technical replicates per experiment). For all graphs error bars indicate the SEM. Statistical tests used are indicated in the figure legends, and *p*-values were considered significant at *p* < 0.05.

## Results

### PTHR1 mRNA Is Detected in Breast Cancer Cells

PTHR1 mRNA levels varied but were detectable across all human breast cancer and mouse mammary carcinoma cell lines tested (Figure 1). The panel included cell lines termed “high metastatic potential” [that aggressively colonize the bone after intracardiac inoculation or lung after tail vein inoculation (9)], and cell lines termed “Low metastatic potential” (9) [that do not colonize, or proliferate very slowly after inoculation (9)]. PTHR1 mRNA levels did not correspond to the metastatic potential of the cell lines. 4T1 and D2A1 cells had the lowest expression of PTHR1, which was nearly undetectable (4T1: Ct values = 33–39; D2A1: Ct values = 33–34). All breast cancer cell lines had at least 10-fold lower *PTHR1* mRNA levels than MC3T3-E1 cells, which have a robust cAMP response to exogenous PTH and PTHrP treatment (24).

**Figure 1:**
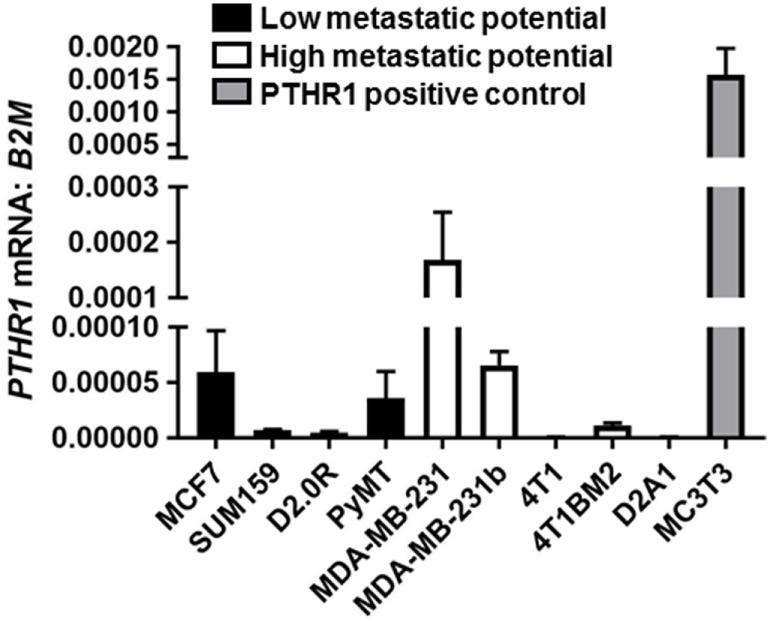
PTHR1 is expressed by breast cancer cells. *PTHR1* mRNA levels in human breast cancer cell lines {MCF7, SUM159, MDA-MB-231, MDA-MB-231b [bone metastatic clone (25, 26)]}, mouse mammary carcinoma cell lines {D2.0R, PyMT, 4T1, 4T1BM2 [bone metastatic clone (27)], D2A1}, classified according to metastatic potential, and PTHR1/cyclic AMP responsive MC3T3-E1 cells. mRNA levels were normalized to β-2-microglobulin (*B2M*) housekeeping gene. Graphs = mean + SE. *n* = 3 replicates from independent experiments.

### Neither PTH nor PTHrP Stimulates cAMP in Breast Cancer Cells

MCF7 cells robustly induced cAMP formation in response to forskolin, PGE_2_, and sCT, but treatment with high dose PTH(1–34) or PTHrP(1–141) elicited no cAMP response (Figure 2A). This confirmed the lack of a cAMP response to PTH in MCF7 cells as reported at the time of discovery of the functional calcitonin receptor (15). In order to investigate later cellular responses, MCF7 cells were transiently transfected with a cAMP response element (CRE)-luciferase construct (CRE-Luc). Treatment with either sCT or PGE_2_ resulted in substantial activation of the CRE-Luc reporter, with no detectable effect of PTH(1–34). All were used at multiple doses in repeated experiments, with no measureable effects detected (Figure 2B).

**Figure 2:**
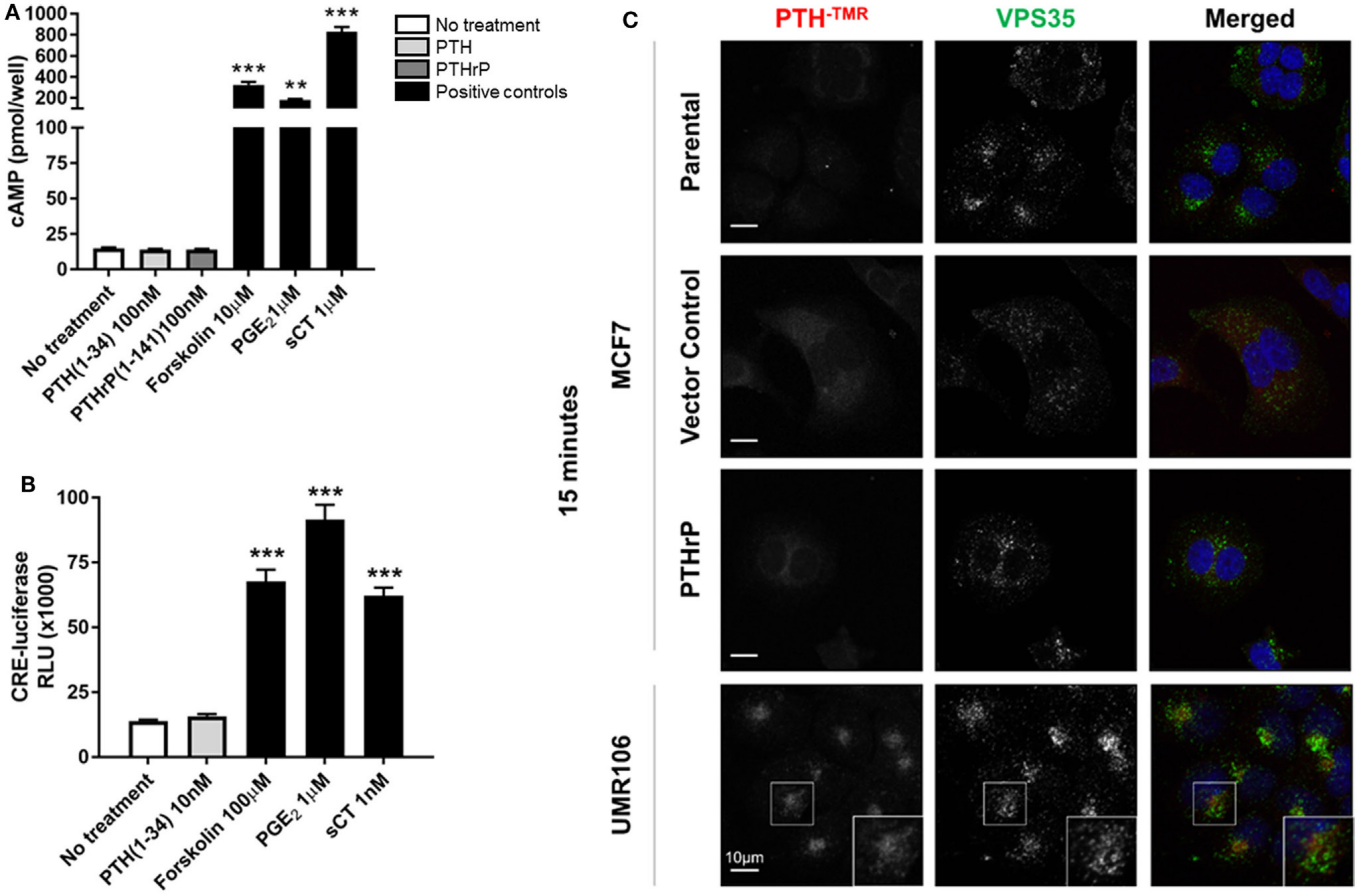
Neither parathyroid hormone (PTH) nor parathyroid hormone-related protein (PTHrP) bind to/activate cyclic AMP (cAMP) in MCF7 cells. **(A)** cAMP production in MCF7 cells following 12 min stimulation with PTH(1–34) or PTHrP(1–141), or positive controls forskolin, prostaglandin E_2_ (PGE_2_), or salmon calcitonin (sCT). Graphs = mean + SE. *n* = 3 replicates from independent experiments. **p < 0.01, ***p < 0.001 vs no treatment by one-way ANOVA with multiple comparisons. **(B)** cAMP response element (CRE)-luciferase signal following 4 h stimulation with PTH or positive controls forskolin, prostaglandin E_2_ (PGE_2_), or sCT. Graphs = mean + SE. *n* = 3 replicates from independent experiments. ***p < 0.001 vs no treatment by one-way ANOVA with multiple comparisons. **(C)** Confocal images of stable MCF7 and UMR106-01 cells cultured on poly-l-lysine-coated glass coverslips and serum starved for 1 h prior to the addition of tetramethylrhodamine-labeled PTH(1–34) (PTH^-TMR^, 100 nM) for 15 min at 37°C. Cells were fixed in 4% PFA and immunostained for the endogenous retromer subunit, vacuolar protein sorting 35 (VPS35). Scale bar, 10 µm. Representative of *n* = 3 independent experiments.

Tetramethylrhodamine-labeled PTH (PTH^-TMR^) has proven useful for monitoring the surface binding and internalization of amino-terminal PTH upon its target cells through the PTHR1 (23). Vacuolar protein sorting 35 (VPS35) is an essential subunit of the mammalian retromer trafficking complex, where retromer coordinates both retrograde (endosome-to-Golgi) and recycling (endosome-to-plasma membrane) of many cell surface receptors (28), including PTHR1 (23, 29) along the endocytic pathway. VPS35, therefore, serves as a marker of internalized PTH^-TMR^–PTHR1 ligand-receptor complexes following their sequestration into early endosomes (23). Accordingly, the addition of PTH^-TMR^ at saturating conditions (100 nM) for 15 min to UMR106-01 cells, was sufficient to visualize encapsulated ligand–receptor complexes in early endosomes, as determined by its co-localization with VPS35 (Figure 2C). This event coincides with the generation of cAMP following stimulation with either PTH and PTHrP peptides with identical dose responses (19). In contrast, neither PTH^-TMR^ internalization nor co-localization with VPS35 was detected in MCF7 parental, vector-transfected, or PTHrP-transfected cells (Figure 2C).

### Lack of cAMP Gene Response in MCF7 Cells

In order to identify novel dormancy genes regulated by PTHrP, we used RNAseq to analyze which pathways are activated in response to PTHrP overexpression in MCF7 cells. 

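MCF7 is an established human breast cancer cell line that expresses the estrogen receptor. MCF7pcDNA cells, which carry the empty vector, were compared with MCF7 cells stably overexpressing PTHrP, with 3 biological replicates per group from independent experiments. The labels number the replicates, and the paper names no separate transfections or clones for them. Effects of PTHrP therefore cannot be told apart from other differences between the control and the overexpressing cell populations. The sample labels state that the cells were grown in 10% serum and switched to 2% serum 16 h before collection, and that libraries were made with a stranded mRNA kit. The paper gives RNA integrity numbers of 9.50 to 10 and approximately 40000000 reads per sample. For the processing, the labels name STAR (version 2.5.2a), HTSeq, DESeq and edgeR with the genome build hg38. The data used here are the authors' deposited table of their own comparison of the groups. For each of 41520 genes it lists a log2 fold change, a p-value and an adjusted p from DESeq2 and from edgeR, a false discovery rate from baySeq, and an unnormalized log2 ratio. It has no values per replicate, so no replicate SD and no new test on counts could be computed. A gene was counted as changed when the adjusted p of the authors' edgeR columns was under 0.05. Recomputing that adjustment over all 41520 genes gave the listed values to within 1.09e-06. DESeq2 gave an adjusted p for 20751 of the genes, and list tests were run on these. For each named gene a standard error was computed here as the fold change divided by the normal quantile of its unadjusted p, and it is called the implied standard error below. Genes whose unnormalized ratio is infinite are listed at 0 in 1 group, 3231 of them in control cells and 2216 in PTHrP-overexpressing cells, and no fold change is given for these.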

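PTHLH, the gene that encodes PTHrP (ENSG00000087494, chromosome 12 of GRCh38 from 27958084 to 27972705), was raised in PTHrP-overexpressing cells with a log2 fold change of 9.12 in the edgeR columns of the authors' deposited table, where its adjusted p is listed as 0. In the DESeq2 columns of the authors' table its log2 fold change was 6.75 (implied standard error 0.33, computed here, adjusted p = 1.14e-89). By edgeR the authors' table holds 5813 changed genes, 3174 raised and 2639 lowered. By DESeq2 it holds 5167, of which 2201 were raised and 2966 lowered. The raised share was 54.6% by edgeR and 42.6% by DESeq2, which differ in more than their normalization. The overlap of the calls was 4331 genes, 2163 raised and 2168 lowered, with 0 in opposite directions. Another 843 genes changed by edgeR had no adjusted p from DESeq2. The authors' baySeq column passed 920 genes, and 775 passed with all 3 tools. The unnormalized ratios lay above the edgeR fold changes by a median of 0.41, and all fold changes given are after normalization.
With an absolute log2 fold change above 1 and an unadjusted p under 0.05 from edgeR, 4189 genes passed, 2306 raised and 1883 lowered. With the adjusted p in its place 2594 genes passed, 1368 raised and 1226 lowered. Of the 2594 genes, 1382 were protein-coding, 1561 also passed by DESeq2 and 207 were listed at 0 in 1 of the groups.
Among genes called by both tools and listed at 0 in neither group, the largest edgeR fold changes in the authors' table after PTHLH were those of PAK7 (log2 fold change 7.98), CXorf66 (7.23), ZNF320 (6.91), EYA4 (6.64), FAM133A (6.57), ZNF300 (6.53), ASCL1 (6.03), PEG10 (5.95), MKRN3 (5.85), FUOM (5.82) and HCCAT5 (5.49). The largest negative ones were those of TRIM68 (−6.28), MDGA2 (−6.21), KRT13 (−5.55), LDHB (−5.38), SCIN (−5.34), ASNSP1 (−5.29), CTSE (−5.26), SYT16 (−4.86), BMP3 (−4.84), MMP19 (−4.63), GJB7 (−4.62) and VGLL1 (−4.52). The implied standard error of the largest, PAK7, was 0.49. In the DESeq2 columns these genes had smaller fold changes in absolute size and another order. ZNF320 was at 5.69, PEG10 at 5.38, PAK7 at 4.99 and ASCL1 at 2.00, and CTSE, among the lowered genes, at −2.84.
Fold changes were then compared between neighbors on the chromosomes. Medians of 50 neighboring protein-coding genes, over 14111 genes, went past every one of 1000 permutations of the gene order (largest median 0.40) in 22 regions, 13 with raised and 9 with lowered medians. These regions hold 2686 of the genes. Of the genes named above, PEG10 and FUOM lie in raised regions, and TRIM68, ASNSP1 and MMP19 in lowered ones.

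**Figure D1:**
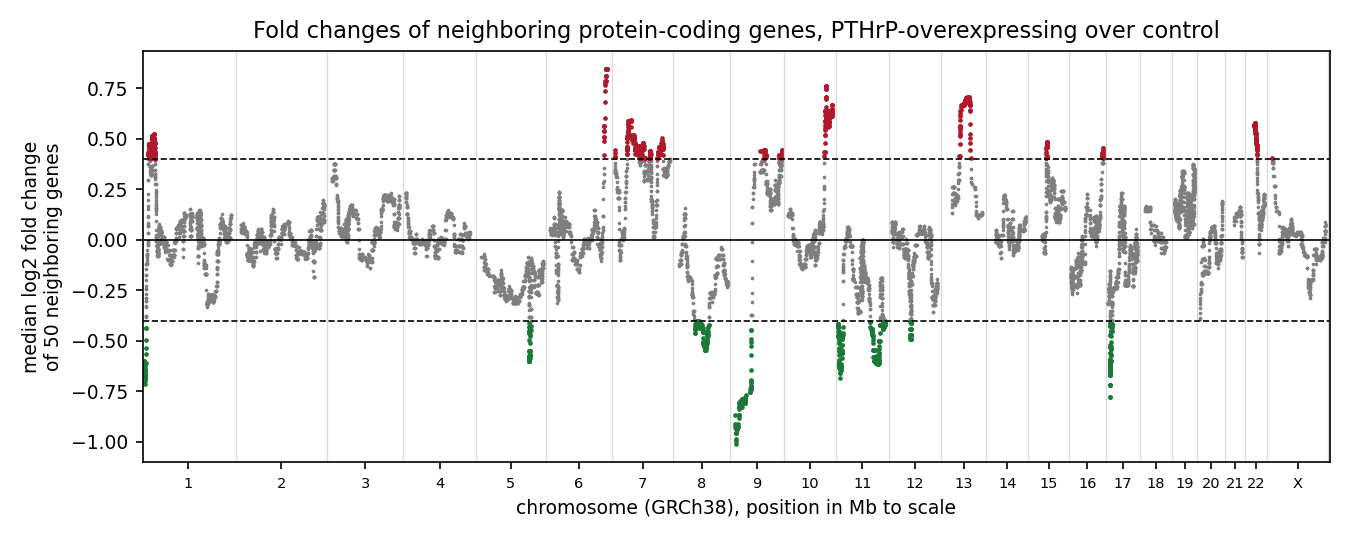
Median log2 fold change (edgeR columns of the authors' table, PTHrP-overexpressing over control, y axis) of 50 neighboring protein-coding genes along the chromosomes (x axis, position to scale). Each point is a window, dashed lines mark 0.40 above and below 0, the largest median among 1000 permutations, and windows past them are red (raised) or green (lowered), with medians from −1.01 on chromosome 9 to 0.84 on chromosome 6.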

We identified >2,500 genes differentially regulated with a log_2_ fold change >1 and *p* < 0.05 in MCF7 PTHrP-overexpressing vs MCF7 control cells (Figure 3A). 

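Of the panel of 32 CREB-responsive genes, all present in the authors' deposited table, AREG and NRP1 were raised by edgeR, by DESeq2 and when adjusted over the list alone, and baySeq called 1 gene as raised. AREG encodes amphiregulin, a ligand of the epidermal growth factor receptor (ENSG00000109321, chromosome 4 from 74445134 to 74455009). Its log2 fold change was 3.58 in the edgeR columns of the authors' table (implied standard error 0.60, adjusted p = 1.25e-07). The DESeq2 columns of the authors' table list 1.28 for AREG (implied standard error 0.39, adjusted p = 0.00690). NRP1, which encodes the receptor neuropilin-1 (ENSG00000099250, chromosome 10 from 33177492 to 33336262), had a log2 fold change of 0.75 by edgeR (implied standard error 0.18, adjusted p = 0.000513) and 0.65 by DESeq2 (adjusted p = 0.000760) in the authors' table. Over the 28 members that DESeq2 adjusted, the median log2 fold change computed from the edgeR columns was 0.06, with 16 above 0 and 12 below. A competitive test of the list against the other genes (camera in limma, with a preset inter-gene correlation of 0.01) gave an adjusted p of 0.603 over 32 lists.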

Consistent with our finding that neither PTH nor PTHrP induce cAMP formation or early post-receptor activation events in MCF7 cells, RNAseq analysis confirmed that only 2 of a previously described panel of 32 CREB-responsive genes (22) were significantly upregulated in MCF7 PTHrP-overexpressing cells (Table 1). 

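In the authors' deposited table 4 genes of the panel were lowered by edgeR, and the same number by DESeq2 and when adjusted over the list alone, but 1 by baySeq. UGDH, which encodes UDP-glucose 6-dehydrogenase (ENSG00000109814, chromosome 4 from 39498755 to 39528311), had a log2 fold change of −1.28 (implied standard error 0.10, adjusted p = 1.11e-32 from edgeR) in the authors' table. The table has a separate entry for the antisense gene UGDH-AS1 (ENSG00000249348), named here after its values were seen, with a log2 fold change of 0.06 (adjusted p = 0.870 from the authors' edgeR columns). AQP3 had a log2 fold change of −1.07 (implied standard error 0.27, adjusted p = 0.00114 from the authors' edgeR columns). CEBPD was at −0.83 (implied standard error 0.29, adjusted p = 0.0327 from the same columns) and FOS at −0.74 (implied standard error 0.25, adjusted p = 0.0260). AQP3 and CEBPD lie in regions where neighboring genes were lowered as well, with medians of −0.76 on chromosome 9 and −0.43 on chromosome 8.
The other 26 genes did not pass by edgeR, 16 with fold changes above 0 and 10 below, from −0.47 to 0.83 in the authors' table. For 19 of the 26 the 95% interval implied by the fold change and its p lay within a log2 fold change of 1 in either direction. For the other 7 such a change was not excluded. The interval was widest for IL6, from −1.92 to 3.12 around 0.60. The smallest adjusted p among the 26 was 0.101 from the authors' edgeR columns, that of EFNB2.
A second list of cAMP target genes that are not in the panel, written from textbook knowledge before the data were examined, had 28 members in the table. Of these 6 were raised, 6 were lowered and 16 did not pass by the authors' edgeR columns (9 raised and 6 lowered when adjusted over the list alone). PDE4D was raised, with a log2 fold change of 2.74, and PDE4A lowered, at −1.54, in the authors' table. The median log2 fold change of the 20 members with an adjusted p from DESeq2 was 0.33 and the adjusted p from limma's camera was 0.711.

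**Figure D2:**
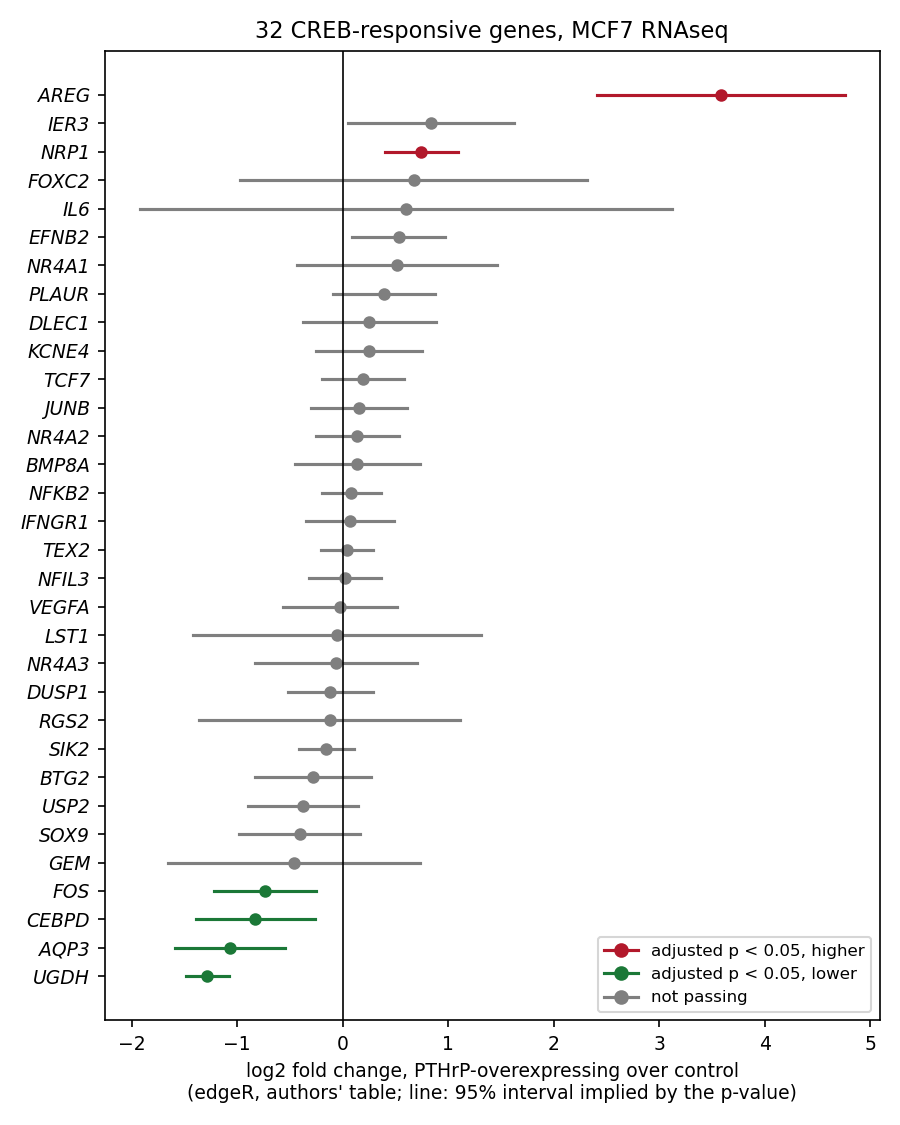
Log2 fold change of the 32 CREB-responsive genes (x axis, edgeR columns of the authors' table, PTHrP-overexpressing over control), 1 gene per line in the order of the values. Points are the listed fold changes and lines the 95% intervals implied by their p-values, colored red (adjusted p under 0.05, raised), green (lowered) or gray. AREG at 3.58 and UGDH at −1.28 lie at the ends.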

Three CREB-responsive genes were significantly downregulated, and the remaining 27 were not altered by PTHrP over-expression, confirming that even long term overexpression of PTHrP does not induce genes that result from cAMP signaling in MCF7 cells.

**Figure 3:**
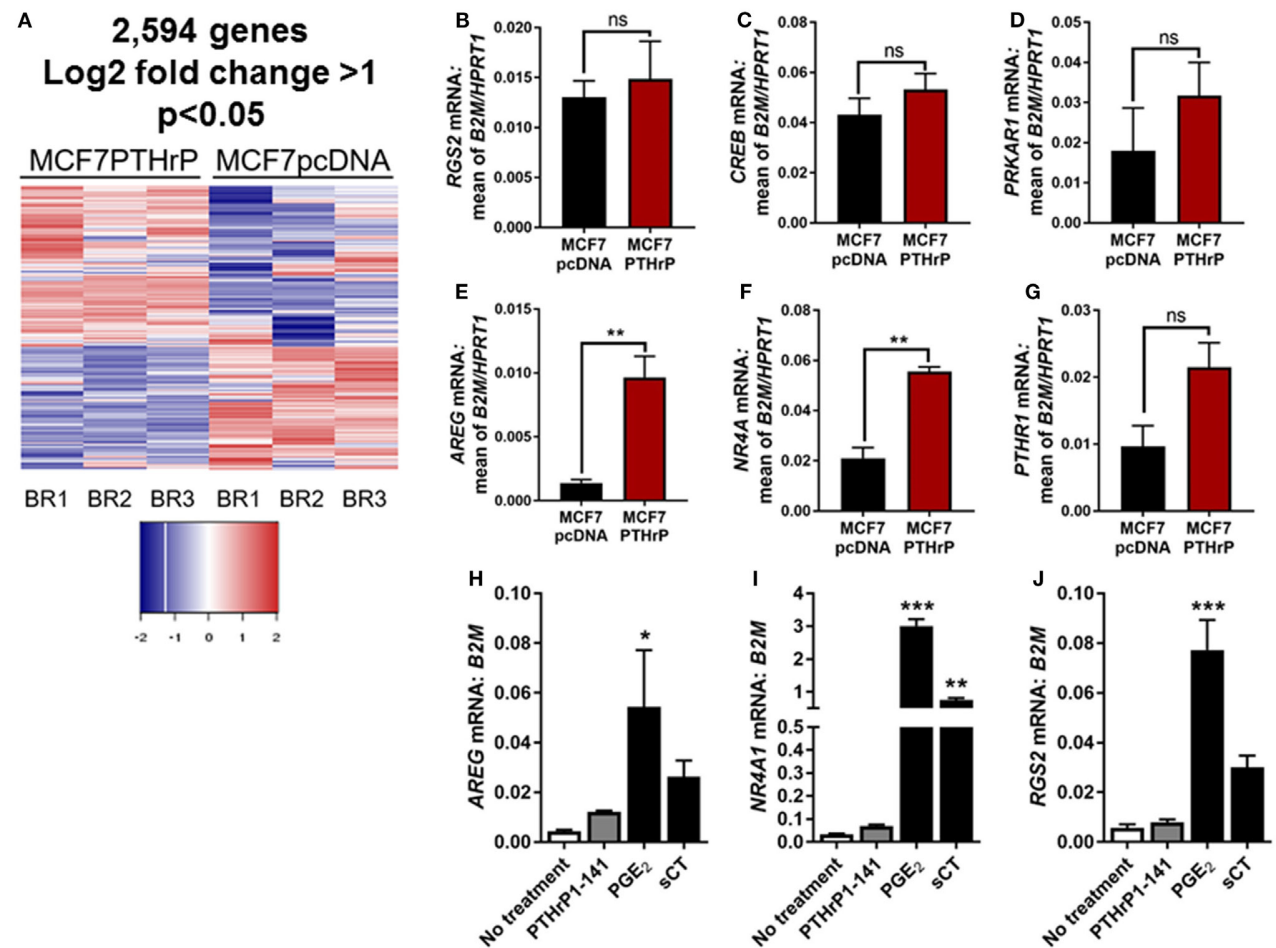
Parathyroid hormone-related protein (PTHrP) overexpression does not induce cyclic AMP (cAMP) target genes. **(A)** Heat map of gene expression with 95% confidence intervals in MCF7pcDNA (empty vector control) or MCF7 PTHrP-overexpressing cells. BR1 = biological replicate 1, BR2 = biological replicate 2, BR3 = biological replicate 3. **(B–G)** qPCR for cAMP target genes in MCF7pcDNA or MCF7 PTHrP-overexpressing cells. mRNA levels were normalized to the geometric mean of *B2M* and *HPRT1* housekeeping genes. Graphs = mean + SE. **p < 0.01 by unpaired Student’s *T*-test. **(H–J)** qPCR for cAMP target genes in MCF7 cells following stimulation with PTHrP(1–141) or positive controls prostaglandin E_2_ (PGE_2_) or salmon calcitonin (sCT). Graphs = mean + SE. *n* = 3 replicates from independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001 vs no treatment by one-way ANOVA with multiple comparisons.

**Table 1:** Cyclic AMP (cAMP) signaling is not induced by parathyroid hormone-related protein (PTHrP) in MCF7 cells.

Gene name	Log_2_ fold change	*p*-Value	Direction
*AREG*	3.58	1.25E-07	Up
*NRP1*	0.75	5.12E-04	Up
*FOS*	−0.74	0.03	Down
*AQP3*	−1.07	1.14E-03	Down
*CEBPD*	−0.83	0.03	Down
*SOX9*	−0.41	0.41	–
*NR4A3*	−0.07	0.93	–
*BTG2*	−0.29	0.53	–
*UGDH*	0.06	0.87	–
*DUSP1*	−0.12	0.75	–
*NR4A2*	0.14	0.69	–
*GEM*	−0.47	0.66	–
*RGS2*	−0.12	0.93	–
*TCF7*	0.19	0.56	–
*VEGFA*	−0.03	0.96	–
*NR4A1*	0.52	0.53	–
*TEX2*	0.04	0.88	–
*IFNGR1*	0.07	0.88	–
*EFNB2*	0.53	0.10	–
*SIK2*	−0.16	0.49	–
*PLAUR*	0.39	0.34	–
*BMP8A*	0.14	0.82	–
*JUNB*	0.15	0.72	–
*IER3*	0.83	0.17	–
*USP2*	−0.38	0.40	–
*NFIL3*	0.02	0.95	–
*NFKB2*	0.08	0.75	–
*DLEC1*	0.25	0.65	–
*FOXC2*	0.67	0.65	–
*LST1*	−0.05	0.97	–
*KCNE4*	0.25	0.56	–
*IL6*	0.60	0.81	–
*PTHR1*	0.01	0.99	–

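PTH1R, the gene of PTHR1 (ENSG00000160801, chromosome 3 from 46877746 to 46903799), had a log2 fold change of 0.0087 in the edgeR columns of the authors' deposited table (implied standard error 0.51, adjusted p = 0.994). The implied 95% interval reached from −0.99 to 1.01. In the DESeq2 columns of the authors' table the value was −0.060, with an implied 95% interval from −0.77 to 0.65 (adjusted p = 0.933). Fold changes are often smaller in those columns and the interval scales with them, so it was not read as excluding a change of 1. Over a list of 32 genes of cAMP signaling (receptors, G protein subunits, adenylyl cyclases, protein kinase A subunits and CREB), 5 were raised, 3 were lowered and 24 did not pass by the authors' edgeR columns, with the same counts when adjusted over the list alone and 4 raised and 2 lowered by DESeq2. CALCR, which encodes the calcitonin receptor, was raised with a log2 fold change of 2.09 (implied standard error 0.22, adjusted p = 1.46e-18 from the authors' edgeR columns), and lies in a region of chromosome 7 whose genes had a median of 0.42. PTGER3, which encodes a receptor for prostaglandin E2, was lowered at −5.31 in the authors' table (implied standard error 0.79, adjusted p = 1.52e-09 from edgeR). DESeq2 gave no p for it, though it gave one for 41509 of the 41520 genes, so no DESeq2 call stands beside this value. Limma's camera test of the 32 genes gave an adjusted p of 0.397. From the 2 raised genes of the panel and the others, which it gives as lowered or not altered, the paper concludes that long-term PTHrP overexpression does not induce the genes that follow cAMP signaling in MCF7 cells. It sets this beside assays in which PTH and PTHrP raised no cAMP. It also measured several panel genes by PCR in overexpressing cells, where NR4A1 alone differed from the RNAseq.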

*RNAseq values for 32 known cAMP target genes (22) and *PTHR1* (bottom of table) in MCF7 PTHrP-overexpressing cells compared to MCF7 vector controls*.

*Red = significantly up-regulated, green = significantly down-regulated, gray = no significant change*.

Validation of several candidate CREB-responsive genes in MCF7 PTHrP-overexpressing cell lines maintained at a separate institution was consistent with our RNAseq findings (Figures 3B–E). 

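In the authors' deposited table NR4A1 (ENSG00000123358, chromosome 12 from 52022832 to 52059507), which encodes an orphan nuclear receptor, had a log2 fold change of 0.52 (implied standard error 0.48, adjusted p = 0.525 from edgeR). The implied 95% interval, from −0.43 to 1.46, includes both no change and a change of 1 on the log2 scale. By DESeq2 the authors' table lists 0.20 for NR4A1 (adjusted p = 0.777). Its paralogs NR4A2, at 0.14, and NR4A3, at −0.066, did not pass by edgeR in the authors' table either.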

The one exception was *NR4A1*, which was found to be unaltered by RNAseq, but was significantly upregulated in PTHrP-overexpressing cells by real-time PCR (Figure 3F). We also confirmed that *PTHR1* is not downregulated with PTHrP overexpression (Figure 3G). In addition, treatment with positive controls PGE_2_ and sCT induced significantly greater mRNA levels of CREB-responsive genes *AREG, NR4A1*, or *RGS2*, but exogenous treatment with PTHrP(1–141) had no significant effect (Figures 3H–J).

### RNAseq Confirms PTHrP Overexpression Reduces Pro-Dormancy Genes

We previously reported that PTHrP overexpression in MCF7 cells significantly reduced the pro-dormancy genes *LIFR, SOCS3, TPM1, AMOT, P4HA1, HIST1H2BK, SELENBP1*, and *QSOX1* (9). RNAseq analysis confirmed that 6/8 of these genes were downregulated in MCF7 PTHrP-overexpressing cells (Table 2).

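The 8 pro-dormancy genes had a median log2 fold change of −0.55 in the edgeR columns of the authors' deposited table, with 7 of the 8 below 0. By edgeR 5 were lowered, by DESeq2 6, by baySeq 0, and when adjusted over the list alone 7. The list comes from an earlier report on PTHrP-overexpressing MCF7 cells, so neither these counts nor the list test below is independent evidence. SOCS3 (ENSG00000184557) had a log2 fold change of −1.18 in the authors' table (implied standard error 0.36, adjusted p = 0.0120 from edgeR). SELENBP1 was at −0.65 (implied standard error 0.13, adjusted p = 2.92e-05 from the authors' edgeR columns) and HIST1H2BK at −0.61 (implied standard error 0.16, adjusted p = 0.00306). P4HA1 was at −0.54 and AMOT at −0.45, with adjusted p-values of 0.0299 and 0.0443 from the authors' edgeR columns. LIFR (ENSG00000113594, chromosome 5 from 38474963 to 38608354), the receptor for leukemia inhibitory factor, was at −0.57 with an implied 95% interval from −1.03 to −0.11 and passed by DESeq2 (adjusted p = 0.00973) but not by edgeR (adjusted p = 0.0912) in the authors' table. QSOX1 was at −0.35 (adjusted p = 0.134 from the authors' edgeR columns, 0.0924 from DESeq2) and passed only when adjusted over the list alone. TPM1 did not move by edgeR, at 0.016 with an implied 95% interval from −0.23 to 0.26, and was at −0.066 by DESeq2 in the authors' table. None of the 8 genes lies in a chromosomal region with shifted medians. Limma's camera test gave the list an adjusted p of 0.00687, lowered.

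**Figure D3:**
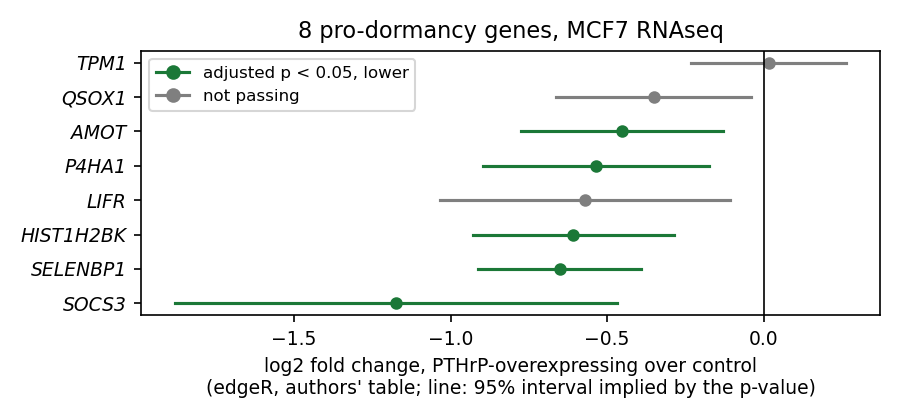
Log2 fold change of the 8 pro-dormancy genes (x axis, edgeR columns of the authors' table, PTHrP-overexpressing over control). Points are the listed fold changes and lines the 95% intervals implied by their p-values, green where the adjusted p was under 0.05 and gray where it was not. SOCS3 at −1.18 lies farthest from 0 and TPM1 at 0.016 nearest.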

**Table 2:** Dormancy genes are downregulated by parathyroid hormone-related protein (PTHrP) in MCF7 cells.

Gene name	Log_2_ fold change	*p*-Value
*LIFR*	−0.57	*p* = 0.09
SOCS3	−1.18	*p* = 0.01*
*AMOT*	−0.45	*p* = 0.04*
*P4HA1*	−0.54	*p* = 0.02*
*HIST1H2BK*	−0.61	*p* = 0.003**
*SELENBP1*	−0.65	*p* = 2.92 × 10^−5^****
*TPM1*	0.02	*p* = 0.945
QSOX1	−0.35	*p* = 0.13

*RNAseq values for eight pro-dormancy genes (9) in MCF7 PTHrP-overexpressing cells compared to MCF7 vector controls*.

*Green = significantly down-regulated, gray = no significant change*.

*p < 0.05, **p < 0.01, ****p < 0.0001.

### Calcium-Related Pathways Are Activated in Response to PTHrP Overexpression in MCF7 Cells

We next performed STRING analysis on the RNAseq data to identify significantly enriched pathways. 

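The 250 genes with the largest positive and the 250 with the largest negative edgeR fold change at an unadjusted p under 0.05 were taken from the authors' deposited table. Of the 250 raised genes 59 were protein-coding, 197 were listed at 0 in 1 of the groups and 204 had no adjusted p from DESeq2. DESeq2 called 45 of them. Of the 250 lowered genes 93 were protein-coding, 178 were listed at 0 in 1 of the groups, 209 had no adjusted p from DESeq2 and 41 were called by it. The smallest log2 fold change among the raised genes was 3.74, and the smallest among the lowered genes was 3.57 in absolute size. Selecting on the adjusted p, a setting chosen after the data were seen, gave 88 protein-coding genes among the 250 raised and 129 among the 250 lowered. In that selection 106 raised and 101 lowered genes were listed at 0 in 1 of the groups.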

We separately analyzed the 250 upregulated and downregulated genes (all *p* < 0.05) with the largest log_2_ fold change, a total of 500 genes analyzed (Figures 4A,B). STRING pathway analysis of this RNAseq data revealed that the most significantly enriched pathways (false discovery rate = 0.0081–0.0324) in MCF7 cells overexpressing PTHrP in comparison to parental MCF7 cells and across all 500 genes, were the calcium signaling pathway, cytokine–cytokine receptor interaction, chemokine signaling pathway, and inflammatory mediator regulation of transient receptor potential (TRP) channels (Figure 4C).

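These pathways were tested because the paper reports them as enriched in the same samples, so the tests are not independent evidence. The adjustment covers only these lists and no other pathways. Lists of their genes were written from general knowledge before the data were examined. The members of each list were counted among the 250 raised genes of the authors' deposited table by a one-sided Fisher's exact test against all 41520 genes. The calcium signaling pathway had 4 of its 174 genes among them (BDKRB1, BDKRB2, CALML3 and PRKCB), against 1.05 expected (odds ratio 3.93, adjusted p = 0.0428 over 8 Fisher tests). Selected on the unadjusted p, it no longer passed among the 100 largest changes (odds ratio 2.41, Fisher adjusted p = 0.458) or with neighboring members counted as one (odds ratio 3.07, Fisher adjusted p = 0.155). The list of TRP channel regulation had the same 4 genes of 84 (odds ratio 8.37, Fisher adjusted p = 0.00679), and among the 100 largest changes it did not pass either (odds ratio 5.03, Fisher adjusted p = 0.346). Chemokines and their receptors had 4 of 44 (CCL24, CCR9, CXCL1 and CXCL8; odds ratio 16.8, Fisher adjusted p = 0.00115), and CCL24, which lies in a raised region of chromosome 7, and CCR9 are listed at 0 in control cells. DESeq2 called none of these genes: it gave CXCL8 an adjusted p of 0.119 and the others none. CCR9 did not pass by edgeR either (adjusted p = 0.0978). With the DESeq2 columns the chemokine list passed with 2 genes, CXCL1 and CXCL14 (odds ratio 7.91, Fisher adjusted p = 0.0463). Other cytokines and their receptors had 2 of 101, CD70 and IL20RA (odds ratio 3.35, Fisher adjusted p = 0.198). With the adjusted p as selection, the calcium list had 6 genes among the 250 (odds ratio 6.02, Fisher adjusted p = 0.00137) and the cytokine list 3 (Fisher adjusted p = 0.0311). In that selection the calcium list also passed with neighboring members counted as one (odds ratio 4.16, Fisher adjusted p = 0.0238). The p-values printed in the paper lie nearest the edgeR adjusted p for 39 of 41 genes, so this selection may be the closer one to the paper's.
Over the whole lists the changes went both ways, except among the chemokines. Of the 174 genes of calcium signaling 25 were raised, 21 were lowered and 128 did not pass by the authors' edgeR columns (28 and 22 when adjusted over the list alone, 17 and 19 by DESeq2), and limma's camera gave an adjusted p of 0.922 over the 121 members with an adjusted p from DESeq2. TRP channel regulation had 15 raised and 13 lowered (18 and 14 when adjusted over the list alone, 9 and 13 by DESeq2; camera adjusted p = 0.711). Of the chemokine list 5 were raised and 0 lowered, by DESeq2 2 and 0 (camera adjusted p = 0.168). Of the other cytokines 15 were raised and 20 lowered (18 and 24 when adjusted over the list alone, 10 and 20 by DESeq2; camera adjusted p = 0.298).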

**Figure 4:**
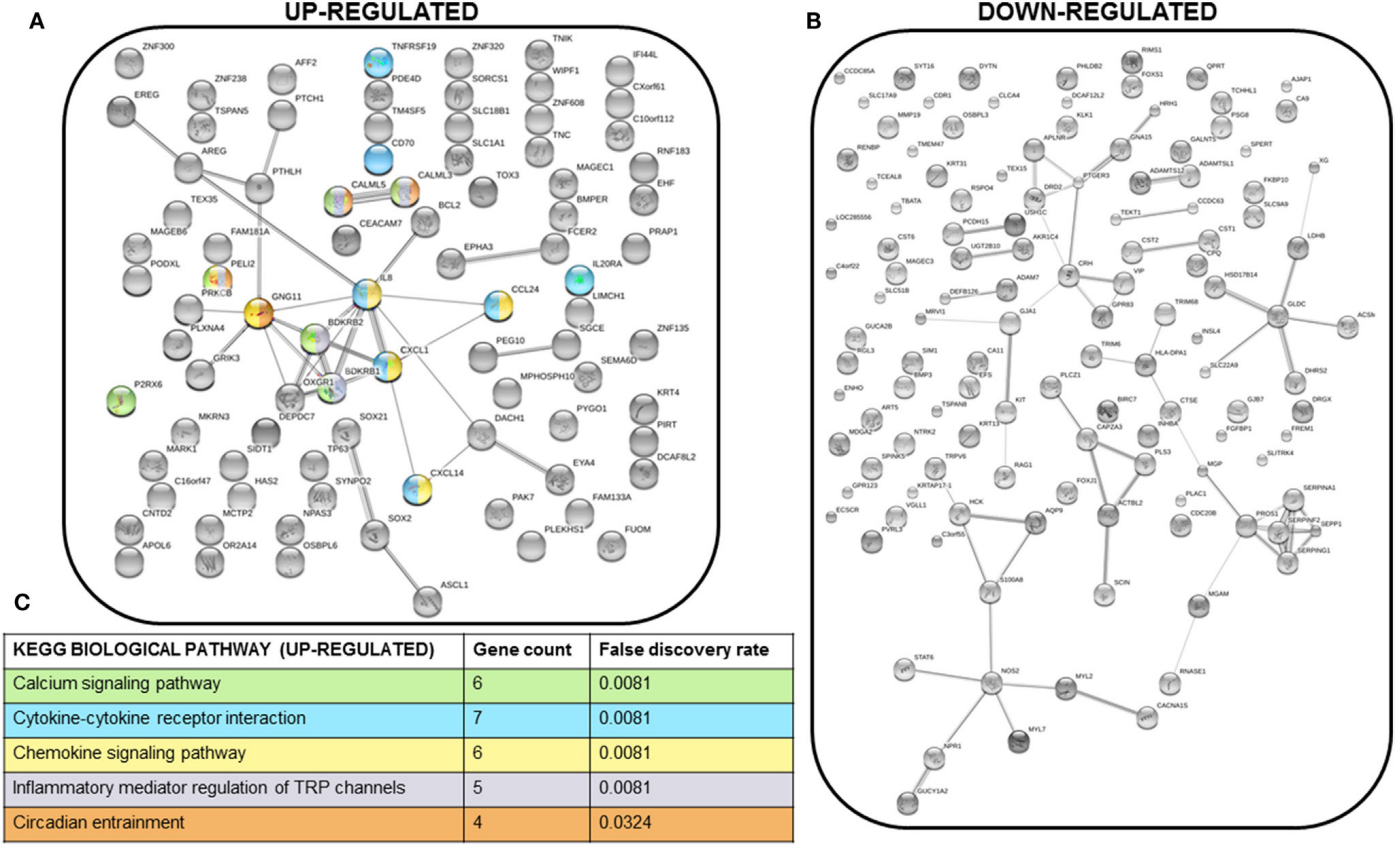
Multiple signaling pathways are upregulated in MCF7 parathyroid hormone-related protein-overexpressing cells. **(A)** STRING network analysis of the top 250 upregulated genes (with log_2_ fold change >1 and *p* < 0.05). Colors of each node correspond to the KEGG pathway indicated in **(C)**. **(B)** STRING network analysis of the top 250 downregulated genes (with log_2_ fold change <−1 and *p* < 0.05). **(C)** KEGG biological pathways significantly enriched for in the STRING analysis of the top 250 upregulated genes. There were no significantly enriched KEGG biological pathways for the top 250 downregulated genes. Colors correspond to the nodes in **(A)**.

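The same test was made on the 250 lowered genes of the authors' deposited table. The calcium signaling list had 4 genes among them as well (CACNA1S, GNA15, NOS2 and PTGER3), with an odds ratio of 3.93 and an adjusted p of 0.0428 by Fisher's exact test. This call was lost with the DESeq2 columns (odds ratio 1.94, Fisher adjusted p = 0.320), among the 100 largest changes (odds ratio 4.89, Fisher adjusted p = 0.265) and among genes with an adjusted p from DESeq2 (odds ratio 2.10, Fisher adjusted p = 0.239). Of the 4 genes only GNA15 has an adjusted p from DESeq2. CACNA1S and NOS2 dropped out when genes listed at 0 in 1 of the groups were left out, but the calcium list then still passed with other members (odds ratio 4.55, Fisher adjusted p = 0.00800). Selecting on the adjusted p gave 6 calcium genes among the 250 lowered (odds ratio 6.02, Fisher adjusted p = 0.00137), as many as among the raised. The list of other cytokines and receptors passed among the lowered genes with the DESeq2 columns, with 7 of 101 (odds ratio 12.6, Fisher adjusted p = 2.25e-05), and when selected on the adjusted p, with 3 (Fisher adjusted p = 0.0311). With the edgeR columns and the unadjusted p, TRP channel regulation and the chemokines had 0 of the 250, and the other cytokines had 1, IL33 (odds ratio 1.65, Fisher adjusted p = 0.609). CACNA1S, NOS2 and IL33 are named here after their values were seen. GNA15, a G protein subunit, had a log2 fold change of −3.73 in the edgeR columns of the authors' table (adjusted p = 3.25e-23).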

The calcium signaling pathway and TRP channels are ion channels with high selectivity for Ca^2+^ (30), indicating calcium signaling is dramatically altered with PTHrP overexpression. 

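The 6 genes of the calcium signaling pathway that the study names were all raised by edgeR in the authors' deposited table. DESeq2 called 4 of them, with smaller log2 fold changes of 1.87 for BDKRB2, 1.96 for BDKRB1, 1.98 for CALML3 and 3.17 for CALML5. It gave no adjusted p for P2RX6 and PRKCB. BDKRB2, with a log2 fold change of 4.74 by edgeR in the authors' table (implied standard error 0.55, adjusted p = 2.01e-15), and BDKRB1, at 3.82 (implied standard error 0.69, adjusted p = 1.34e-06 from edgeR), encode the bradykinin receptors and are neighbors on chromosome 14 (starts at 96204679 and 96255824). CALML3, at 3.77 (implied standard error 0.50, adjusted p = 6.41e-12 from the authors' edgeR columns), and CALML5, at 3.48 (implied standard error 0.22, adjusted p = 4.32e-55), encode calmodulin-like proteins and are neighbors on chromosome 10 (starts at 5524009 and 5498697). Counting neighbors as one, the 6 genes lie at 4 places in the genome. P2RX6, which encodes an ATP-gated channel, had a log2 fold change of 3.21 in the authors' table (implied standard error 0.73, adjusted p = 0.000240 from edgeR). It lies in a region of chromosome 22 whose genes had a median of 0.48. PRKCB, which encodes a protein kinase C, is listed at 0 in control cells and passed by edgeR (adjusted p = 0.0163), with a DESeq2 adjusted p not listed in the authors' table. From the enrichment of the calcium signaling and TRP channel pathways, the paper concludes that calcium signaling is altered with PTHrP overexpression.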

There was overlap of 5/6 regulated genes in the “calcium signaling pathway” and “regulation of TRP channel pathway” from STRING analysis (*P2RX6* was specific for the calcium signaling pathway) (Figure 5A); there were no unique TRP channel pathway genes that were regulated. mRNA levels for *PTHLH* (control), *BDKRB1*, and *CALML3* (Figures 5B–D) confirmed the RNAseq findings in MCF7 PTHrP-overexpressing cells.

**Figure 5:**
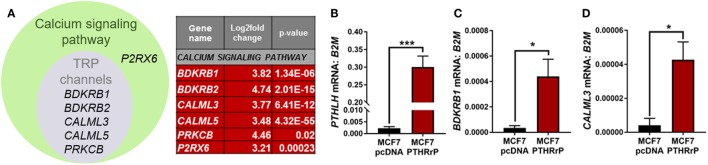
The calcium signaling pathway is significantly enriched downstream of parathyroid hormone-related protein (PTHrP) in MCF7 cells. **(A)** Venn diagram indicating the calcium signaling pathway and transient receptor potential (TRP) channel genes that were significantly upregulated in PTHrP-overexpressing cells (gray circle). There was also one significantly enriched gene that was unique to the calcium signaling pathway, P2RX6 (green circle). **(B)** *PTHLH* mRNA levels, shown as a control for PTHrP overexpression, in MCF7pcDNA control or MCF7 PTHrP-overexpressing cells **(C,D)**. qPCR for mRNA levels of calcium signaling pathway genes in MCF7pcDNA or MCF7 PTHrP-overexpressing cells. Graphs = mean + SE. *n* = 3 replicates from independent experiments. *p < 0.05, ***p < 0.001 by Unpaired Student’s *T*-test.

## Discussion

This work provides extensive evidence that PTHrP, although it is capable of inducing substantial changes in gene expression and behavior in MCF7 cells, does not signal through the PTHR1 to activate the cAMP pathway in these cells. Although PTHR1 is detected by qPCR, no cAMP response was detected, and no activity was observed in a CREB reporter assay. Furthermore, out of all the known cAMP responsive genes, only 2 of 32 were regulated in a positive direction by RNAseq analysis. In contrast, PTHrP overexpression in these cells upregulated genes associated with the calcium signaling pathway.

When human breast cancer cells were found to express functional receptors for calcitonin and PGE_2_ linked to adenylyl cyclase activation, no such activation could be detected in response to PTH(1–34) (15). We confirm this observation in the present experiments and show that PTHrP(1–141) also lacks this activity. In addition, we report that PTH(1–34) has no effect on activation of a CREB reporter construct that is readily activated by either sCT or PGE_2_. The latter two agonists, unlike PTH and PTHrP, also promoted expression of genes known to be regulated by the PKA–CREB pathway. There were only two cAMP responsive genes that were significantly upregulated with PTHrP overexpression by RNAseq: *AREG* and *NRP1*. Both of these genes have been implicated in cancer. *AREG* is essential for estrogen receptor-targeted therapeutic response (31). *NRP1* has been previously shown to promote tumorigenesis by enhancing angiogenesis (32) and NRP1-positive cells have been reported to have tumor-initiating properties (33). Thus the upregulation of these genes may result from indirect effects independent of cAMP, a possibility we will investigate. It is also worth noting that the PTHrP induction of *AREG* mRNA, and the CREB-responsive gene *NR4A1*, in MCF7s is much lower than its induction with the positive controls prostaglandin E_2_ (PGE_2_) and sCT. In a separate study, we have tested the same secreted form of PTHrP, and the same preparation of recombinant PTHrP(1–141) in Ocy454 cells, an osteocyte cell line that expresses the PTHR1 (7). Overexpression and exogenous treatment both induced a significant increase in cAMP in these cells, and overexpression increased the CREB responsive genes, *Nr4a1* and *Rgs2* (7) confirming that these forms of PTHrP are capable of inducing a CREB response, but not in MCF7 cells.

Our data also indicate that PTH, which shares with PTHrP the same ability to bind to the PTHR1, does not bind to MCF7 cells in any detectable manner. This is illustrated by use of the PTH^-TMR^ reagent, which requires functional PTHR1 for CREB activation and internalization into early endosomes. This suggests that the action of overexpressed PTHrP that suppresses dormancy and results in major changes in gene expression and osteolytic destruction of bone, is not only not cAMP-mediated, but is also not elicited through the PTHR1. However, we have not excluded the possibility that PTHrP binds to PTHR1 at levels below our detection limits, and initiates cAMP-independent signaling.

Parathyroid hormone and PTHrP have identical amino acids in 8 of their first 13 residues, but other similarities within the sequences are no more than would be expected by chance (1, 3). In PTHR1-bearing target cells, recombinant PTHrP(1–141) and synthetic shorter amino-terminal forms were equipotent on a molar basis with each other and with PTH(1–34) in their ability to promote cAMP activity (19). In exerting this function, PTHrP and PTH were shown to share actions upon a common receptor, PTHR1 (14). These functions are absent in MCF7 cells. Instead, our findings suggest that the major changes in gene expression in MCF7 cells in response to PTHrP must occur through PTHrP actions mediated by domains of PTHrP distinct from the (1–34) region known to act on the cAMP–PKA pathway through PTHR1.

A number of biological activities have been ascribed to domains of PTHrP beyond the amino-terminal region, but although these domains have been defined on the basis of the primary amino acid sequence, no receptors for these responses have yet been identified. For example, (i) the mid-molecule portion, between residues 35 and 84, is responsible for placental calcium transport, (ii) many pharmacologic studies have shown biological effects of the C-terminal domain, beginning at residue 107, and (iii) a nuclear localizing sequence mediates transport of PTHrP to the nucleus in many cell types [reviewed in Ref. (1)]. These many biological activities within the PTHrP molecule led to it being regarded as a multifunctional cytokine (34, 35) but the specific intracellular pathways that mediate these non-PTHR1-mediated actions remain unknown. These possibilities have been raised recently with respect to the role of PTHrP in bone remodeling (7), since mice lacking PTHrP in osteocytes exhibit a bone phenotype that is markedly different from mice lacking the PTHR1 (36).

Thus in this work, where substantial effects of PTHrP overexpression on gene expression in MCF7 cells seem to be unrelated to PTHR1-mediated actions though cAMP/PKA/CREB activation, these other domains of PTHrP need to be considered. This question begins to be addressed with the findings from the RNAseq data, which identified the calcium signaling pathway as significantly upregulated by PTHrP overexpression. In cancer, upregulation of Ca^2+^ channels and pumps promotes tumor proliferation and drives tumorigenesis. Several of these signaling pathway components have been reported as overexpressed in breast, prostate, colon, pancreas, and lung tumors (37–39). It has also been shown that PTHrP nuclear action downstream of the calcium-sensing receptor (CaSR) promotes proliferation and reduces p27^Kip1^ levels in breast cancer cells, ultimately preventing nuclear accumulation of apoptosis-inducing factor and the cell death that normally occurs when Ca^2+^ levels are in excess (40). While these actions have never been directly linked to PTHrP-induced bone destruction, our findings are consistent with the known roles for the calcium signaling pathway in cancer. These data suggest that CaSR acts upstream of PTHrP, and our data raise the possibility that PTHrP further promotes calcium signaling, possibly in a feed-forward loop.

We previously reported that PTHrP overexpression in MCF7 cells downregulates eight pro-dormancy genes (9) and our RNAseq analysis now provides a potential pathway through which PTHrP may function to downregulate these genes. Experiments to determine the functional significance of the calcium signaling pathway in tumor dormancy *in vivo* will be necessary to determine whether this is the pathway through which PTHrP enables dormant tumor cells to aggressively colonize the bone.

## Author Contributions

RJ, YS, PH, AC, and JJ performed experiments and analyzed data. RJ, NP, NS, and TM interpreted the data. RJ, NS, and TM wrote the manuscript. YS, PH, AC, JJ, and NP edited the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

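RNA of 3 biological replicates of MCF7pcDNA control cells and 3 of MCF7 PTHrP-overexpressing cells was sequenced, and the groups follow the sample labels. According to the labels, the authors aligned reads with STAR (version 2.5.2a), counted them with HTSeq and compared the groups with DESeq and edgeR on the genome build hg38. The order of the steps, the options and the annotation release are not given in the sources used here.

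The data used are the authors' deposited table of their own comparison, with 41520 genes. The authors' log2 fold changes from DESeq2 and edgeR are log2 values of PTHrP-overexpressing over control cells, and those of DESeq2 are smaller for genes with large changes. The authors' p-values from DESeq2 and edgeR are given both unadjusted and adjusted. The authors' baySeq columns are scores from 0 to 1, based on a posterior likelihood, and the second of them is a false discovery rate. The deposited ranks are a score over the 3 tools. The deposited unnormalized ratio is on the log2 scale and is infinite for genes at 0 in 1 group. The design set before the data were examined assumed a table of counts per library, and the table holds another kind of value. Tests planned on counts were therefore replaced by the authors' edgeR columns, and no SD, depth per library or value per replicate can be given. The paper states approximately 40000000 reads per sample.

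Counts of changed genes are counts of the authors' edgeR calls at an adjusted p under 0.05, and at the study's thresholds those with an absolute log2 fold change above 1 and a p under 0.05. The paper's text does not say whether that p was adjusted, and the design set before the data were examined took it as unadjusted, with the adjusted p as an alternative. Overlaps between tools, adjustment over a list alone (Benjamini-Hochberg), Fisher tests, list tests, implied standard errors and tests along the chromosomes were computed here. The implied standard error is the fold change over the normal quantile of the unadjusted p, which assumes a normal test statistic. The median implied standard error over the 20751 genes with an adjusted p from the authors' DESeq2 columns was 0.216 for edgeR and 0.188 for DESeq2.

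Before the data were examined, 33 gene lists were written: 3 of the study (the CREB-responsive panel, the pro-dormancy genes and the calcium genes of Figure 5A, whose values in the paper had been seen) and others from general knowledge. The latter are other cAMP target genes, cAMP signaling machinery, the calcium signaling pathway, TRP channel regulation, chemokines and receptors, cytokines and receptors, estrogen-responsive genes, luminal, basal, mesenchymal, blood and endothelial, and neuroendocrine markers, cell cycle, other dormancy genes, bone metastasis genes, the hedgehog pathway, LIF and STAT3 targets, interferon-stimulated genes, HLA class II genes, NF-kB targets, hypoxia and glycolysis, unfolded protein response, p53 targets, cholesterol synthesis, cancer-testis antigens, S100 calcium-binding genes, mitochondrial mRNAs, ribosomal proteins, replication-dependent histones and reference genes. Symbols were matched to the table, protein-coding genes first, without use of measured values. Each list was tested with camera in its pre-ranked form (limma 3.58.1, R 4.3.3) on the signed normal quantile of the unadjusted edgeR p of the authors' table, with a preset correlation of 0.01, Benjamini-Hochberg adjusted over the 32 lists with at least 3 genes kept. This test compares a list with the other genes, and with no values per library the correlation could not be estimated, so a stricter preset of 0.05 was used beside it.

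The top lists hold 250 genes per direction. Pathway members were counted by a one-sided Fisher's exact test against all genes of the table, adjusted over 4 lists and 2 directions. Positions come from GENCODE release 29 on GRCh38, which holds 40145 of the 41520 identifiers. Transcript length and GC content are those of the longest transcript it lists for each gene. For the test along the chromosomes, medians of 50 neighboring protein-coding genes were compared with 1000 permutations of the gene order.

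Genes to be named were chosen by a rule set before the data were examined: the 12 largest changes in each direction, genes named by the paper, and up to 4 members of each list with the smallest adjusted p. The first part required separated libraries and a minimum level per library, which the table does not give. In their place genes had to pass in both the edgeR and the DESeq2 columns of the authors' table and be at 0 in neither group, a substitute chosen after the table had been seen. Genes outside the rule are said to be named after their values were seen, and the pathway members among the 250 raised genes are such genes where no other part names them. Y-linked genes were left out.

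The statistics were tested on simulated data of 20751 genes, the number kept for the list tests: of 200 genes changed by 1 on the log2 scale 67% were recovered, 2.90% of the calls were false, and 0 of 20 unmoved lists were called. The simulated values were independent and normal with known standard errors. They check the computation and cannot show how the tests fare with counts or with genes that vary together. The alternatives tried were the authors' DESeq2 and baySeq columns, the adjusted p, top lists of 100 and 500 genes, no filter for the list tests, subsets of the genes (protein-coding, with an adjusted p from the authors' DESeq2 columns, at 0 in neither group, outside regions with shifted medians), members that start within 100000 bases of each other counted as one, ranks, the stricter correlation and the bone metastasis genes without PTHLH. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.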

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

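The list tests were set before the data were examined. The bounds for length, GC content and chromosomal regions were set before those tests were run but after the counts per list had been seen, and the tests outside the regions were chosen only after the regions had been found. The tests by ranks and with the correlation of 0.05 were chosen after the data were seen.

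Signals appeared in 9 gene lists that the paper does not discuss, each past an adjusted p of 0.05 from camera with both the edgeR and the DESeq2 columns of the authors' table. Counts are over the members in the table, and medians and camera tests over those with an adjusted p from DESeq2. The raised lists were 3. Of 40 cell cycle genes 15 were raised and 0 lowered by edgeR, and 10 and 1 by DESeq2 (median log2 fold change 0.38, camera adjusted p = 8.89e-05; 25 raised and 1 lowered when adjusted over the list alone), with CENPF at 1.42 and MKI67, in a raised chromosomal region, at 1.17. NF-kB targets had 10 of 24 raised and 1 lowered (median of 17 members 0.51, camera adjusted p = 0.0109, and 0.0557 with a preset correlation of 0.05; 11 and 1 when adjusted over the list alone), among them TNFAIP3 at 1.86 and CXCL8 at 5.36, which DESeq2 did not call. The hedgehog pathway had 3 of 15 raised and 0 lowered by either tool (median of 9 members 0.24, camera adjusted p = 0.0118), PTCH1 at 2.77, SHH at 2.12 and GLI3 at 1.28, and PTCH1 and GLI3 lie in raised chromosomal regions. The hedgehog call was lost without the filter (camera adjusted p = 0.0638), by ranks (0.387) and outside the chromosomal regions (0.131), where 1 of 9 was raised.

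The lowered lists were 6. Of 29 genes of hypoxia and glycolysis 12 were lowered and 0 raised by either tool (median of 27 members −0.48, camera adjusted p = 1.28e-05; 16 lowered when adjusted over the list alone), with ADM, in a lowered region, at −1.91 and STC1 at −1.72. Mesenchymal markers had 6 of 25 lowered and 1 raised (median of 14 members −0.59, 6 of them above 0 and 8 below, camera adjusted p = 6.54e-05; 7 and 1 when adjusted over the list alone), with SNAI2, in a lowered region, at −2.89, CAV1, in a raised region, at −2.37 and CD44 at −1.81. Replication-dependent histones had 10 of 29 lowered and 0 raised by edgeR (median of 27 members −0.39, adjusted p = 0.000781; 11 when adjusted over the list alone), in libraries that the labels say were made with an mRNA kit. Of 25 p53 targets 11 were lowered and 1 raised (median −0.42, adjusted p = 0.00135; 12 and 1 when adjusted over the list alone), with RRM2B at −0.94 and PHLDA3 at −0.77. TP53, named after its value was seen, lies in a lowered region of chromosome 17, at −0.32 (adjusted p = 0.0847 by edgeR and 0.0404 by DESeq2 in the authors' table). CDKN1A, at −0.42 (adjusted p = 0.158), and MDM2, at −0.28 (0.275), also named after their values were seen, did not pass by edgeR. By DESeq2 CDKN1A passed (adjusted p = 0.0393) and MDM2 did not (0.0744). LIF and STAT3 targets had 6 of 20 lowered and 2 raised by edgeR (median of 16 members −0.05, camera adjusted p = 0.0380; 8 and 2 when adjusted over the list alone), with SERPINA1 at −3.40 and SOCS2 at −0.96. The call of this list was lost by ranks (camera adjusted p = 0.166) and with a preset correlation of 0.05 (0.125). Ribosomal proteins had 19 of 74 lowered and 1 raised by edgeR, and 27 and 0 by DESeq2 (median −0.24, adjusted p = 2.42e-07; 32 and 1 when adjusted over the list alone), with RPS6 at −1.07 and RPL26 at −0.99, both in lowered chromosomal regions. With a preset correlation of 0.05, 9 of the 13 lists past the threshold stayed past it, and NF-kB targets, LIF and STAT3 targets, cholesterol synthesis (camera adjusted p = 0.125) and bone metastasis genes (0.138) did not.

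Changed genes clustered along the chromosomes: the 22 regions with shifted medians hold 19.0% of the protein-coding genes tested and 35.4% of the changed ones, a share that is not independent of the fold changes that define the regions. On chromosome 9 the genes up to 71910931 had a median of −0.76, with 105 lowered and 11 raised of 161, and those that follow, up to 97496125, had a median of 0.35, with 34 raised and 5 lowered of 86. By the DESeq2 columns such windows hold 13.0% of the genes and 25.2% of the changed ones. Gains and losses of chromosome segments that distinguish the overexpressing cells from the vector cells may account for this part of the changes. The regions hold 35.4% of the changed genes, between the bounds set beforehand, and 2545 changed genes lie outside. Only windows with a median past 0.40 in either direction were counted, so this share sets no upper limit on changes from regional shifts. DNA copy number was not measured in the data used here. An effect of PTHrP on whole regions, shifts too small to pass 0.40 and shifts of regions smaller than the windows stay open.

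The lower mRNA of ribosomal protein genes was weighed against length and GC content. Both were taken from the longest annotated transcript of each gene, which need not be the one expressed. For the ribosomal protein genes its median length was 1864.5 bases, against 3671 for other genes. Their median log2 fold change of −0.24 lay at percentile 0.02 of 10000 random lists matched on this length. It lay at percentile 0 of those matched on GC content. Neither property, measured in this way, accounts for it alone, and the length of the expressed transcripts was not tested. Outside the chromosomal regions the 60 remaining genes still had a median of −0.22 (camera adjusted p = 2.47e-05). A difference in growth between the cells and a difference in library composition stay open, and neither was tested.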

How the results depend on the processing

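The authors' DESeq2 columns, the adjusted p at the study's thresholds, the threshold on the fold change, the top lists of 100 and 500 genes and the unfiltered list tests were set before the data were examined, and the other alternatives were chosen after seeing the data. No paired analysis was possible because the table holds no values per library. For that reason the other size factors and library totals with the same test, count filters, the replicate block, leaving out each library, an estimated correlation, fry and other splits of the libraries were not run, and whether chance splits reach the same counts was not tested.

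With the DESeq2 columns the counts of changed, raised and lowered genes stayed within 1.5 times those of edgeR. With baySeq they were 920, 600 and 320, with 1 CREB-responsive gene raised, 1 lowered and 0 pro-dormancy genes lowered. Outside the regions with shifted medians 3866 genes were changed, 2017 of them raised, and 2 CREB-responsive genes lowered, since this setting leaves genes out. Requiring an absolute log2 fold change above 1 left 2594 changed genes. At the study's thresholds 1439 genes passed with the DESeq2 columns, 2594 with the adjusted p, 1832 among genes with a DESeq2 adjusted p and 1737 among protein-coding genes.

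The odds ratio of the calcium list among the raised genes ranged from 2.41 to 6.02 and its Fisher adjusted p from 0.00137 to 0.458 over the 10 alternatives. It no longer passed with 100 genes (2.41) or with neighboring members counted as one (3.07, adjusted p = 0.155), where fewer members are counted. Counting neighbors as one and selecting on the adjusted p, it passed (4.16). Among the lowered genes it did not pass with the DESeq2 columns (1.94), with 100 genes (4.89) or among genes with a DESeq2 adjusted p (2.10). Of its members among the 250 lowered genes only GNA15 has such a p, and the cause of these losses was not tested further. The Fisher adjusted p of the list among the lowered genes ranged from 0.00137 to 0.320.

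The sign of genes near 0 changed with the DESeq2 columns: PTH1R (−0.060), NFKB2 (−0.0053), IFNGR1 (−0.014), UGDH-AS1 (−0.0097), TEX2 (−0.041), NFIL3 (−0.057) and TPM1 (−0.066), none of which passed by either tool. The DESeq2 median lies lower than that of edgeR. Of the 166 named genes with an adjusted p from DESeq2, 151 kept direction and side of the threshold, 4 no longer passed and 4 passed only by DESeq2.

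Of the 13 lists past the threshold, 8 were past it under all 5 alternatives: the calcium genes of the study, cell cycle, hypoxia and glycolysis, mesenchymal markers, p53 targets, pro-dormancy genes, histones and ribosomal proteins. The hedgehog pathway did not pass under 3 of them, and the bone metastasis genes not without PTHLH (adjusted p = 0.853). Lists far from the threshold changed direction: other cAMP target genes (adjusted p = 0.969 with DESeq2, 0.980 unfiltered), the calcium signaling pathway (0.969 with DESeq2, 0.980 unfiltered, 0.732 by ranks, 0.988 outside the regions), neuroendocrine markers (0.964 unfiltered) and interferon-stimulated genes (0.947 outside the regions). Depth is known only as the paper's approximately 40000000 reads per sample, not for each library. Genes with implied intervals wider than 1 on the log2 scale, PTH1R among them, limit what a missing change shows.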

Differences from the paper's values

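The paper reports more than 2500 genes with a log2 fold change above 1 and a p under 0.05 and does not state whether the p was adjusted. With the unadjusted p of the authors' edgeR columns 4189 genes passed. The p-values printed in the paper's Tables 1 and 2 lie within 1 unit of their last digit of the edgeR adjusted p for 39 of the 41 genes, and of the unadjusted p for 2, a comparison made after the values were seen. Of the alternatives set before the data were examined, the adjusted p gave 2594, which does not differ from the paper's count and matches the number printed in Fig. 3A, and the DESeq2 columns gave 1439, which differs as well.

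For UGDH the paper's Table 1 gives a log2 fold change of 0.06, and the authors' deposited table lists −1.28 by edgeR and −1.33 by DESeq2, so the DESeq2 alternative differs as well. The value of 0.06 equals, to the printed digits, that of the antisense gene UGDH-AS1 in the authors' table, a comparison made after the values were seen. The other 40 of the 41 fold changes of Tables 1 and 2 lie within 0.01 of the edgeR column. With UGDH, the authors' table has 4 lowered and 26 unaltered genes in the CREB-responsive panel, where the paper gives 3 and 27. No alternative set before the data were examined gave the paper's 3.

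The paper counts 6 lowered genes of the 8 pro-dormancy genes. The edgeR columns give 5, the DESeq2 columns, set as an alternative before the data were examined, give 6 with LIFR, and adjustment over the list alone gives 7. The paper's Table 2 marks 5 of the 8 genes as passing, the same genes as the edgeR columns, so the count in its text differs from its own table as well.

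The paper states that no pathway was enriched among the 250 lowered genes. Here the calcium signaling list, written from general knowledge and tested against all genes of the table, passed among them (odds ratio 3.93, adjusted p = 0.0428 by Fisher's exact test), and with the DESeq2 columns it did not (odds ratio 1.94, adjusted p = 0.320 by Fisher's exact test), nor with 100 genes (0.265). It did not pass either among genes with a DESeq2 adjusted p (0.239), chosen after seeing the values. Of its members among the 250 lowered genes only GNA15 has such a p. With the DESeq2 columns, a setting set before the data were examined, the list of other cytokines and receptors passed among the lowered genes, with 7 of 101 (odds ratio 12.6, adjusted p = 2.25e-05 by Fisher's exact test). The paper states that cytokine–cytokine receptor interaction was enriched. The cytokine list did not pass among the 250 raised genes (Fisher adjusted p = 0.198), but did with the DESeq2 columns (0.0463) and, in settings chosen after seeing the values, with the adjusted p (0.0311), without genes listed at 0 (0.00782) and with the adjusted p and neighboring members counted as one (0.0238). It failed with 100 genes (Fisher adjusted p = 0.346) and with 500 (0.164), both set before the data were examined. Among settings chosen later it failed for protein-coding genes with either p (0.0707 each), for genes with a DESeq2 adjusted p (0.106) and with neighboring members counted as one (0.155). The paper draws 6 calcium genes from the raised genes. The unadjusted p put 4 of them among the 250, and the adjusted p, chosen after seeing the values, put all 6 there and dropped none. STRING's own pathway genes and background were not used here.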

Other observations

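The bounds for the few-reads and non-coding tests were set before members of the pathway lists had been counted, and the tests with neighboring members counted as one, by ranks, outside the chromosomal regions and without PTHLH were chosen after seeing the data.

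The share of calcium signaling genes among the 250 raised genes was weighed against the make-up of that list, in which 197 genes are listed at 0 in 1 of the groups and 191 are not protein-coding. Among genes with enough reads for a DESeq2 adjusted p the odds ratio was 3.59, and among protein-coding genes it was 3.49. The one-sided Fisher's exact p was under 0.05 in each (0.0157 and 0.00312). By the bounds set, genes with few reads alone did not give the enrichment. The bound for non-coding genes was met as well, but that test adds no support. Protein-coding genes were 59 of the 250 raised genes and 17917 of all 41520. They were thus rarer among the raised genes, so non-coding genes in the background could not have raised the share. Each setting drew its own 250 genes, however. The 5 members among genes with a DESeq2 adjusted p included BDKRB1, BDKRB2, CALML3 and CALML5, but not PRKCB. Fisher's test takes genes as independent, and BDKRB1 and BDKRB2, like CALML3 and CALML5, are neighbors. Neighbors were not counted as one in these settings, so the bounds were met without allowing for them. With neighbors counted as one the odds ratio was 3.07 (Fisher adjusted p = 0.155), or 4.16 (0.0238) when genes were selected on the adjusted p, so part of the enrichment may rest on neighbors that changed together. The 250 lowered genes held as many members by edgeR, but with the DESeq2 columns 4 were raised (odds ratio 3.95, Fisher adjusted p = 0.0463) and 2 lowered (1.94, 0.320), and the difference between directions was not tested.

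Other lists gave these results, with counts over the members in the table from the authors' edgeR columns, and adjusted p-values from camera over the members with an adjusted p from DESeq2. Bone metastasis genes had 5 raised and 2 lowered of 27 (adjusted p = 0.0426), and PTHLH, the overexpressed gene itself, is 1 of the raised members. Without PTHLH the bone metastasis list did not pass (adjusted p = 0.853), nor with the DESeq2 columns (0.150), by ranks (0.462) or with a correlation of 0.05 (0.138). Cholesterol synthesis had 9 raised and 1 lowered of 26 (adjusted p = 0.0220, but 0.139 with the DESeq2 columns and 0.125 with a correlation of 0.05). The 6 calcium genes of the study, chosen by the authors on these cells, had a median of 3.80 over the 4 kept genes (adjusted p = 1.48e-10), which is not independent evidence. Estrogen-responsive genes had 8 raised and 4 lowered of 30 (adjusted p = 0.105; 0.0242 without the filter and 0.0457 outside the chromosomal regions), with TFF1 at 1.85 and STC2 at −1.40. Luminal markers had 5 raised and 6 lowered of 20 (adjusted p = 0.286) and basal markers 4 raised and 6 lowered of 23 (adjusted p = 0.286; 0.00873, lowered, outside the regions). Neuroendocrine markers had 1 raised, CHGA at 1.30, and 0 lowered of 18 (adjusted p = 0.853), and blood and endothelial markers 0 raised and 1 lowered of 21 (adjusted p = 0.769), both also 1 by DESeq2. Other dormancy genes had 4 raised and 3 lowered of 22 by edgeR, but 3 and 5 by DESeq2 (adjusted p = 0.543), with SOX2 at 3.14 and DKK1 at −1.68. Interferon-stimulated genes had 7 raised and 4 lowered of 44 by edgeR, but 4 and 8 by DESeq2 (adjusted p = 0.769). HLA class II genes had 0 raised and 2 lowered of 14 (adjusted p = 0.711, 0 lowered by DESeq2), and HLA-DPA1 is listed at 0 in PTHrP-overexpressing cells. Of the unfolded protein response 3 were raised and 0 lowered of 22 (adjusted p = 0.922, 2 raised and 1 lowered by DESeq2). S100 genes had 3 raised and 6 lowered of 20 (adjusted p = 0.113; 0.0441 without the filter and 0.0222 outside the regions, lowered). Mitochondrial mRNAs had 1 raised and 0 lowered of 13 by edgeR, and 0 of either by DESeq2 (adjusted p = 0.741). Reference genes had 3 raised and 2 lowered of 13 (adjusted p = 0.853; 0.0139, lowered, outside the regions, where 8 of them lie), and B2M, which the study used, alone or with HPRT1, to normalize PCR values, was raised at 0.62 (adjusted p = 0.000112 from edgeR) and lies in a raised region of chromosome 15. Cancer-testis antigens had 1 lowered and 13 not passing of 14 and were too few after the filter to be tested, with an adjusted p of 0.666 unfiltered.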
